A study of Oryctolagus cuniculus with 10 samples.

How the data were processed

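Retinas of control rabbits and of rabbits with induced proliferative vitreoretinopathy (PVR, scarring in the eye that can follow retinal detachment) were measured at 4 h or at day 14, per the labels. Per the series design text, each retina was made into single cells or lysed into single nuclei, run on the 10x Genomics Chromium system, sequenced on an Illumina NovaSeq instrument and processed with Cell Ranger on the rabbit genome build OryCun2.0. Per the labels' protocols, cells were freed with the enzyme papain and nuclei with a dilute detergent. The version of Cell Ranger, the gene annotation, the counting of intron reads, the strand rule and any removal of free RNA are not stated. The build OryCun2.0 had no annotation to hand. Gene names were used as the files give them, and 17117 of the 20492 genes were matched to names of the annotation of another build, mOryCun1.1, which served only for names and for which genes neighbour each other.

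The deposited count table holds UMI counts (unique molecular identifiers, 1 per captured RNA molecule) of 20492 genes in 11260 barcodes. The counts were raw: they were whole numbers, and their sum per barcode equalled the deposited total. The metadata table by the authors gives each barcode its library, a cell class, a cluster number, the percent of UMIs from mitochondrially encoded genes and a doublet score, a fraction from 0 to 1. How the authors set the classes, the clusters and the doublet score is not stated. All 11260 barcodes were called singlet, and each held 500 to 49995 UMIs and at least 200 genes. The highest mitochondrial percent was 24.966 in single cells and 1.99897 in nuclei, so the limits differed between the preparations. Each preparation had 5630 barcodes, an equality that points to a reduction before deposit. Numbers of barcodes per library therefore say nothing about yield.

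There were 10 libraries: 1 of single cells and 3 of nuclei from control retinas, 1 of single cells and 2 of nuclei at 4 h, and 1 of single cells and 2 of nuclei at day 14. Libraries were the unit of every test. Any pair of nuclei libraries of 1 group shared at most 1 barcode, and differences between them exceeded counting error (chi-square per degree of freedom 1.52 to 8.47), so they were not copies of each other.

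The cell classes of the authors were used throughout. Of the barcodes named rods, 13.1% (550 of 4186) lay in clusters whose most common class was another or in cluster 15. The other rods lay in clusters 0, 2 and 3. Cluster 2 has no rod marker among its 10 leading genes, yet the 8 rod markers fixed beforehand took 389 UMIs per 10000 in its single cells and 117 in its nuclei, against 555 and 167 in cluster 0 and 749 and 138 in cluster 3. Cluster 15 held 11.7 in single cells but 100 in nuclei, so leaving it out also removes nuclei with rod markers. No cluster of Müller glia has a Müller glia marker fixed beforehand among its 10 leading genes. Some have GFAP, ACTA2 or collagen genes, and cluster 7 has KCNJ10, a gene of the resting Müller glia list. The sum of the 8 Müller glia markers was 75.4 to 311 in single cells and 29.3 to 51.9 in nuclei of these clusters, and 75.4 and 37.4 in cluster 12. Other clusters reached at most 23.2 and 21.9, apart from cluster 15 with 134 and 38.5. Cluster 19 held 96 single cells named amacrine and 87 nuclei named rods, and 5 of its 10 leading genes are ganglion cell markers. Ganglion cell markers took 202 and rod markers 17.2 UMIs per 10000 in its single cells, but 85.8 and 225 in its nuclei, which thus hold both. All 43 astrocytes and all 58 oligodendrocytes lay in clusters of other classes.

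For tests of genes, UMIs were summed per library and class, and a library entered a class with at least 20 barcodes. Müller glia (the main glial cells of the retina), rods and bipolar cells were tested. Control nuclei 2 held 8 Müller glia and was left out of that class. Bipolar cells at 4 h held 11 and 30 barcodes, so 4 h contrasts of that class were not tested. The tests were edgeR 4.0.16 quasi-likelihood tests in R 4.3.3 with limma 3.58.1, TMM scaling, the filterByExpr filter (minimum count 10), 1 term per group and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. The nuclei libraries of the 3 conditions shared 1 fit per class. Single cells were set against nuclei in a fit over all libraries with terms for condition and preparation. A test of whether a change differed between preparations added their interaction; with 1 single-cell library per condition its spread comes from the nuclei libraries alone. Values per gene are CPM, as mean ± SD over libraries, and log2 fold changes ± SE. CPM are counts scaled to the same TMM-adjusted total per library and class, so they are not plain shares of UMIs. A gene with 0 UMIs in a group has a lower bound computed against 3 UMIs over that group.

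Shares of cell classes and measures per cell were compared by exact two-sided permutation tests of library means, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. With 3 single-cell and 7 nuclei libraries there are 120 splits and the smallest p is 0.0167. Among nuclei, 3 against 2 libraries cannot go below 0.2 and 2 against 2 cannot go below 0.333. Intervals for shares of single libraries are 95% Clopper-Pearson intervals and cover counting error only.

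6 gene lists fixed beforehand were tested in the nuclei: early response, resting Müller glia, reactive glia, fibrosis and mesenchymal, inflammation and NF-kB, and rod phototransduction. The early response, ribosomal protein (70 genes) and mitochondrially encoded (13 genes) lists were tested between preparations. The test was camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation. As written, the symbol rule for ribosomal proteins also took in 10 genes that are none, and these were removed. The text names at most the 5 largest called changes in each direction with a gene symbol and library values that do not overlap, at most 4 members of a list, and the reference genes GLUL, RLBP1, GFAP, VIM and FOS. 1 further reference gene is not reported here. The groups, tests, gene lists, naming rule and most alternatives were set before the data were examined; those added later are named with their results.

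Each gene test was tested on simulated data drawn from the real means and library sizes, with 200 changed genes. Of the genes changed 4-fold, the test recovered 10%, 7% and 13% in Müller glia nuclei (4 h against control, day 14 against control and day 14 against 4 h, 7603 genes), and 68%, 63% and 64% in rods (10862 genes). It recovered 75% in bipolar cells at day 14 (5932 genes), and 72%, 75% and 93% between preparations in Müller glia (9701 genes), rods (9248) and bipolar cells (6546). Between 0 and 17.6% of the calls were false, the latter among 17 calls. Changes in Müller glia nuclei can therefore be missed at this depth. Real contrasts can change far more than 200 genes, as between preparations in Müller glia, where 7171 of 9701 were called. Both rates depend on that fraction, so the simulated values do not describe the tests between preparations.

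Alternatives were RLE size factors, no scaling, DESeq2 1.42.0, no filter, at least 1000 UMIs per barcode, at least 50 barcodes per library, counts thinned to equal depth, other sets of libraries in the fit, a replicate block, barcodes restricted by cluster, and each library left out in turn. Genes that differ by length between preparations were not tested, because no annotation of OryCun2.0 was at hand.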

Results

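The study asked how single-cell and single-nucleus RNA sequencing compare in rabbit retina, healthy or with PVR. The 3 single-cell libraries held 953 barcodes with 6006467 UMIs (control), 3014 with 33057524 (4 h) and 1663 with 48832033 (day 14). The control nuclei libraries 1, 2 and 3 held 961, 719 and 648 barcodes with 5037670, 3847895 and 3569892 UMIs. Those of 4 h held 941 and 761 barcodes with 4242922 and 4388531 UMIs, and those of day 14 held 740 and 860 with 4913359 and 3917884. Each condition had 1 single-cell library, so differences between conditions in single cells have no replicate check.

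The question of how much RNA each preparation recovers was put to 5 measures over 3 single-cell and 7 nuclei libraries. The median UMIs per barcode averaged 15080 ± 14810 (SD) in single cells and 3607 ± 809.8 in nuclei, a difference above the chance level (exact p 0.0333, adjusted 0.0333). Without the day 14 single-cell library, whose median was 31930, the difference fell from 11472.5 to 3047 UMIs, and without the control single-cell library it was 16948. Median genes per barcode were 3213 ± 1517 in single cells and 1766 ± 195 in nuclei (exact p 0.0333). That difference of 1447 genes became 605.9 without the day 14 single-cell library. Thinning each barcode to 500 UMIs reversed it: 349 ± 29.5 genes in single cells against 395 ± 6.78 in nuclei (exact p 0.0167, adjusted 0.0278). The difference moved most within rods, where single cells had fewer genes at 710 ± 80.4 against 1257 ± 225 (exact p 0.0167). Depth there was 2480.5 ± 2230.3 against 2218 ± 608 UMIs (exact p 0.683), but the day 14 single-cell library (median 5052) carries this mean. The other 2 single-cell libraries had medians of 1317 and 1072.5, each below at least 6 of the 7 nuclei libraries, so these numbers of genes are not compared at like depth. At 500 UMIs rods had 334 ± 45.8 genes in single cells and 396 ± 7.38 in nuclei (exact p 0.0167). Within Müller glia the excess of single cells held, at 4421 ± 685 genes against 2640 ± 542 (exact p 0.0167). Depth there was 23856 ± 9156 against 7254 ± 1856 UMIs (exact p 0.0167). At 500 UMIs Müller glia had 342.5 ± 25.4 genes in single cells and 391 ± 22.9 in nuclei (exact p 0.05).

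Mitochondrially encoded genes took 6.94 ± 0.766% of the UMIs of single-cell libraries and 0.472 ± 0.159% of nuclei libraries. Ribosomal protein genes took 13.1 ± 3.30% and 0.376 ± 0.0493%. Both differences had an exact p of 0.0167, the smallest the design allows (adjusted 0.0278). The limit on mitochondrial percent differed between the preparations, which bounds the first value in nuclei. With any 1 single-cell library left out, 2 stand against 7, the exact p cannot go below 0.0556 and none of the 5 measures can pass.

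**Figure D1:**
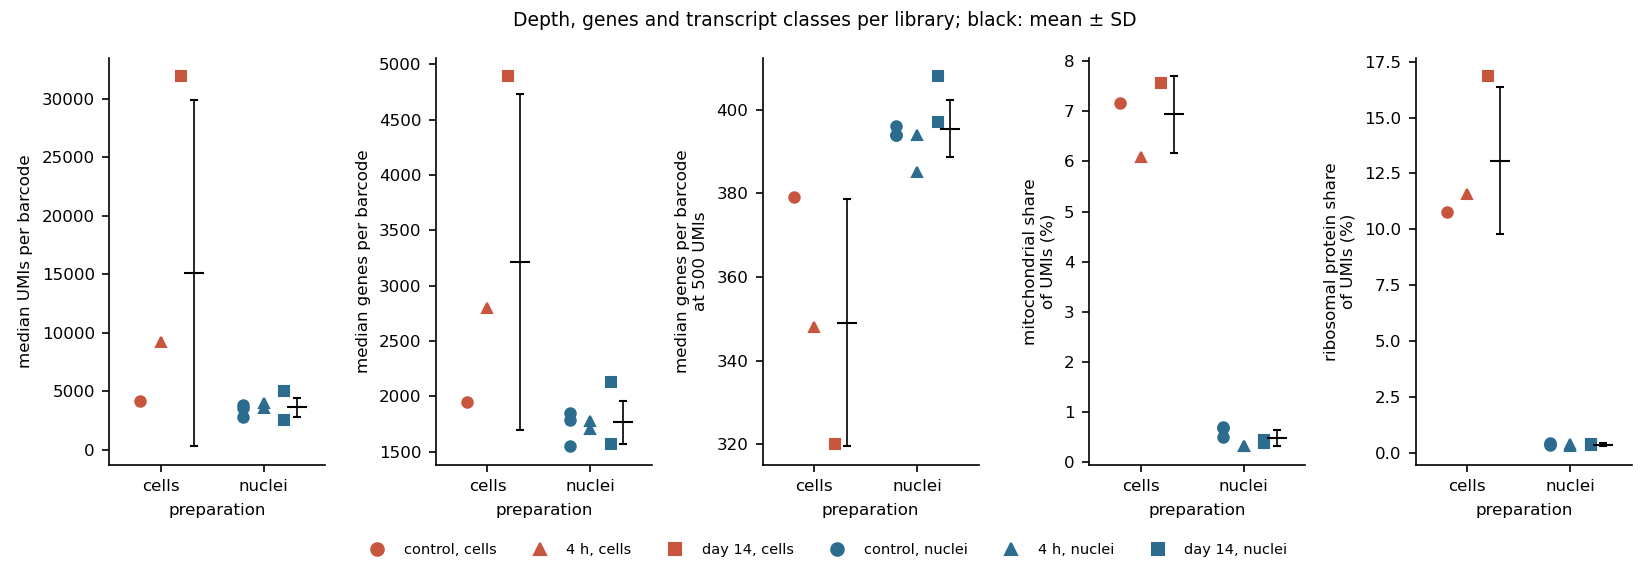
Each point is 1 library, by condition and preparation, with bars for the mean and SD of the nuclei libraries. The ribosomal protein percent of the 3 single-cell libraries runs from 10.8 to 16.9, above all 7 nuclei libraries, which reach 0.435.

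The share of each cell class was compared between the preparations, over all conditions. Rods made up 18 ± 10.8% of single cells and 56.7 ± 16.4% of nuclei (exact p 0.0333). Müller glia made up 47.1 ± 29.3% and 8.27 ± 7.25% (exact p 0.0333). Amacrine cells made up 3.90 ± 2.60% and 16.5 ± 6.70% (exact p 0.0333), and retinal ganglion cells 0.133 ± 0.230% and 3.93 ± 2.36% (exact p 0.0167). The other 6 classes had exact p from 0.0667 to 0.867, among them bipolar cells (13.9 ± 11.6% and 6.69 ± 5.43%), cones (11.02 ± 11.2% and 3.69 ± 4.10%) and microglia (5.05 ± 7.29% and 1.42 ± 2.58%). These shares follow the names by the authors, which are uncertain for the rods of the day 14 single-cell library. Cluster 19 carries ganglion cell markers, but its nuclei hold more of the rod markers (225 against 85.8 UMIs per 10000), so how to name them is uncertain. With all its barcodes counted as ganglion cells, that class made up 1.33 ± 1.87% and 5.52 ± 2.85% (exact p 0.05) and amacrine cells 2.74 ± 1.65% and 16.5 ± 6.70% (exact p 0.0167), and the smallest adjusted p was 0.111. As named, after adjustment over the 10 classes the smallest p was 0.0833, so 0 classes passed 0.05; 4 passed it unadjusted. With labels permuted within condition only, the smallest p was 0.0556, the lowest that test can give. Leaving rods out of the denominator moved 13 class shares beyond their spread, more than any other alternative, and the count of 0 stayed.

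In the single-cell libraries the share of Müller glia was 16.8% in control (95% interval 14.5 to 19.3), 49.2% at 4 h (47.4 to 51.0) and 75.2% at day 14 (73.1 to 77.3). The share of rods was 28.9%, 17.9% and 7.22%. The last is 120 barcodes that held 4 UMIs of 8 rod markers, so it cannot be read as surviving rods. No cluster of Müller glia has any of the 8 Müller glia markers fixed beforehand among its 10 leading genes. Cluster 7 does have KCNJ10, a gene of the resting Müller glia list. All these clusters hold more of the 8 markers than the clusters of other classes except cluster 15. In nuclei, Müller glia went from 2.58 ± 1.33% in control (n = 3) to 10.8 ± 1.13% at 4 h (n = 2) and 14.3 ± 11.3% at day 14 (n = 2). Microglia went from 0.0927 ± 0.161% to 0.119 ± 0.0178% and 4.73 ± 3.06%. Rods were at 53.5 ± 3.88%, 69.1 ± 9.68% and 49.2 ± 32.3%, the last from libraries at 26.4% and 72.0%. At 4 h, 6 of 10 classes had nuclei libraries that did not overlap with control, where chance gives 20% of classes. These were Müller glia and rods, both higher, and amacrine, bipolar, horizontal cells and cones, all lower. At day 14 there were 3 (Müller glia and microglia higher, amacrine cells lower, chance 20%), and between 4 h and day 14 there were 2 (cones and microglia, both higher at day 14, chance 33.3%). Their exact p was 0.2, 0.2 and 0.333, each the smallest possible. Without day 14 nuclei 2 the count at day 14 was 8, both against control and against 4 h, where chance then gives 50% and 66.7% of classes. These shares sum to 100% within a library, so a rise in 1 class lowers the others.

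**Figure D2:**
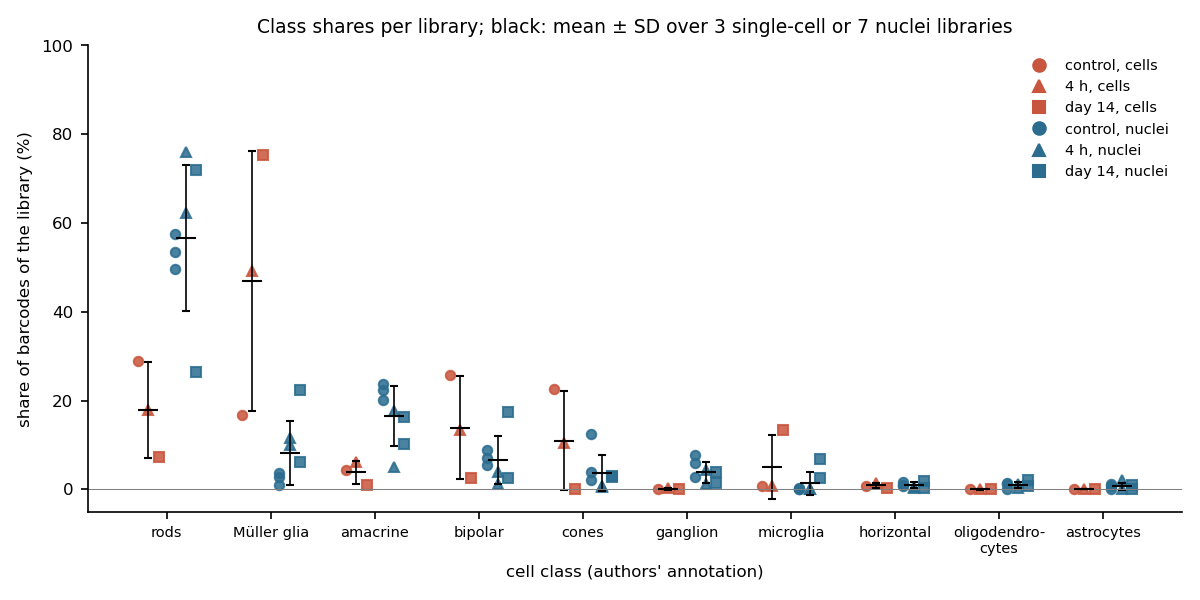
Percent of barcodes in each cell class, 1 point per library, for single cells and nuclei in control, 4 h and day 14. The Müller glia of the nuclei lie at 1.11 to 3.70% in control and at 9.99 and 11.6% at 4 h.

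Within a class, genes were compared between single cells and nuclei. In Müller glia 7171 of 9701 tested genes differed (3822 higher and 3349 lower in single cells, 9 libraries), in rods 6341 of 9248 (2832 and 3509, 10 libraries) and in bipolar cells 5179 of 6546 (2522 and 2657, 9 libraries). Thinning to equal depth gave 953, 3832 and 1516, the largest move in Müller glia and in bipolar cells. In rods barcodes of cluster 0 alone moved the count most, to 3239. Without scaling the median change of all genes shifted to -0.84 in Müller glia, -0.60 in rods and -0.33 in bipolar cells on the log2 scale. The share of calls higher in single cells then went from 53.3% to 36.1% in Müller glia and from 44.7% to 34.9% in rods. Changes are therefore relative to the TMM scaling. The ribosomal protein list was higher in single cells, with a median log2 change of 7.08 in Müller glia (69 of 69 tested genes called), 4.504 in rods (69 of 69) and 4.94 in bipolar cells (68 of 68). The mitochondrially encoded list had medians of 5.31, 4.41 and 4.57 (13 of 13 genes in each). The early response list had medians of 3.99, 3.69 and 3.02 and 22 of 23, 19 of 21 and 11 of 11 called genes. Adjusted over the list alone the early response counts were 23, 20 and 11, and the others were unchanged. All 9 list tests passed by camera and by fry, and all 9 kept their direction without scaling. 2 passed with an estimated correlation, both in rods (early response 0.0378, mitochondrially encoded 0.0408).

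Among named genes, FOS was higher in single-cell Müller glia (2539 ± 609 against 182 ± 102 CPM, log2 change 3.88 ± 0.46, edgeR adjusted p 6.86e-06; 0.0846 when thinned to equal depth). VIM was higher there by 6.07 ± 0.60 (adjusted p 1.58e-06). In rods FOS was higher by 5.71 ± 0.83 (adjusted p 0.000132). FKBP2 had 0 UMIs in every nuclei library and lies inside another gene in mOryCun1.1, so its value is uncertain. It was higher in single cells by at least 8.47 (Müller glia), 8.66 (rods) and 7.82 (bipolar cells) on the log2 scale. BEX3, with 0 UMIs in bipolar nuclei, was higher in single-cell bipolar cells by at least 8.23. In the other direction CNBD1 had 0 UMIs in single-cell Müller glia and bipolar cells against 182 and 330 in nuclei, a log2 change of at most -9.04 and -7.45. GFAP was higher in single-cell rods by 2.89 ± 0.79 (adjusted p 0.00686), a call lost without the day 14 single-cell library (1.09). It was also lost with only barcodes in clusters of their own class (0.10, adjusted p 0.945) or of cluster 0 (0.58, adjusted p 0.767), so it depends on barcodes outside the rod clusters.

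In Müller glia nuclei at 4 h against control, 750 of 7603 genes were called (597 higher, 153 lower, 2 libraries per group). This count rests on the 2 control libraries, which held 28 and 24 Müller glia. Without control nuclei 1 it was 0 and without control nuclei 3 it was 0. It was 440 without 4 h nuclei 1 and 1133 without day 14 nuclei 1. Thinning to equal depth gave 76. Without scaling the median change shifted to -0.41 and 48.0% of the calls were higher, against 79.6%, so the excess of higher calls depends on the scaling. GFPT2 had 1522 UMIs at 4 h and 0 in control, higher by at least 7.25 on the log2 scale (edgeR adjusted p 0.0113). The same holds for LIF (at least 5.75, adjusted p 0.00275), GLDN (at least 5.46, adjusted p 0.00479) and BIRC3 (at least 5.34, adjusted p 0.0125). Among falls, VIM fell by 2.04 ± 0.46 (225 ± 37.1 against 925.5 ± 137 CPM, adjusted p 0.0217) and GLUL fell by 2.17 ± 0.57 (adjusted p 0.0402). GFAP fell by 4.51 ± 1.25 (adjusted p 0.0491) on 2 UMIs against 14. RLBP1 (-1.61 ± 0.69, adjusted p 0.168) and FOS (-1.20 ± 0.62, adjusted p 0.255) were not called. All of these calls are among those lost without control nuclei 1 or 3; VIM and GLUL (-1.84 and -1.61) and GFAP (-7.64) were also lost without 4 h nuclei 1, and GFAP without 4 h nuclei 2 (-3.82). GFAP was also lost when thinned to equal depth (adjusted p 0.196) and with only barcodes in clusters of their own class (0.0501). VIM and GLUL were also lost over all libraries with a preparation term (0.337 and 0.198). A replicate block takes control nuclei 3 out of the contrast and leaves control nuclei 1 as the only control. With it RLBP1 changed by -2.94, GFAP by -1.70 and VIM by -1.67.

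At day 14 against control, 4 genes were called in Müller glia nuclei by edgeR (3 higher, 1 lower), 964 had an unadjusted p under 0.05, and DESeq2 called 129. The count was 0 without control nuclei 1 or 3, 8 and 17 without 4 h nuclei 1 and 2, and 39 and 349 without day 14 nuclei 1 and 2. The genes with a symbol were CEBPD (5.87 ± 0.79, on 1 control UMI and inside another gene in mOryCun1.1, so uncertain), FGF14 (4.83 ± 0.64) and BHLHE41 (-5.21 ± 0.64), each with an adjusted p of 0.0433. GFAP was 490 ± 190 against 46.7 ± 58.5 CPM, a change of 3.47 ± 0.82 that was not called (adjusted p 0.125); without day 14 nuclei 1 or 2 it was (3.86 and 3.05). It was also called by DESeq2 (adjusted p 0.00502), with no filter on low counts (1.50e-07), over all libraries with a preparation term (0.0170) and in cluster 12 (0.0287). With a replicate block, which leaves control nuclei 1 as the only control, GFAP changed by 6.16. GLUL changed by -3.06 ± 0.59 (adjusted p 0.112), and was called without 4 h nuclei 2 (-3.0) or day 14 nuclei 2 (-3.83). It was also called by DESeq2 (adjusted p 0.000279), with no filter, over all libraries with a preparation term and in cluster 12. With the replicate block GLUL changed by -3.85.

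Between 4 h and day 14, 634 genes were called in Müller glia nuclei (80 higher and 554 lower at day 14). Without control nuclei 1, control nuclei 3 or 4 h nuclei 1 the count was 362, 331 and 407. Without scaling the median change shifted to 0.50 and 56.0% of calls were higher, against 12.6%. GFAP rose by 7.97 ± 1.07 (edgeR adjusted p 0.00329, 966 UMIs against 2), a call that no left-out library removed but that was lost when thinned to equal depth (adjusted p 0.0709). IL6 had 0 UMIs at day 14 and was lower by at least 4.98 (log2 change of at most -4.98). RAD52 fell by 7.26 ± 0.72 and LMCD1 fell by 6.85 ± 0.70 (adjusted p 0.00152 for both).

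In rods at 4 h against control, 714 of 10862 genes were called (392 higher, 322 lower, 2 and 3 libraries). Every left-out library changed this count by more than 1.5 times. It was 255, 106 and 114 without control nuclei 1, 2 and 3, 434 and 214 without 4 h nuclei 1 and 2, and 1366 and 1386 without day 14 nuclei 1 and 2. Fitting the 4 h and control libraries alone gave 1463. Without scaling 36.6% of calls were higher, against 54.9%, with a median shift to -0.17. FOS rose by 5.69 ± 0.63 (128 ± 95.8 against 2.84 ± 1.89 CPM, adjusted p 0.00307; 0.193 over all libraries with a preparation term) and EGR1 by 4.54 ± 0.50 (adjusted p 0.00307). INHBA had 0 control UMIs and rose by at least 5.48 (adjusted p 0.00328), and LIF by at least 3.72 (adjusted p 0.0103). LIF stood at 13.2 CPM in these rods and 499.6 CPM in the Müller glia.

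At day 14 against control, 1640 genes were called in rods (918 higher, 722 lower). The count was 1030 without control nuclei 2 and 1031 without control nuclei 3. CLUL1 fell by 4.71 ± 0.45 (adjusted p 6.81e-05). GFAP rose by 3.23 ± 0.64 (adjusted p 0.00591, 135 CPM, against 490 CPM in Müller glia of the same libraries; adjusted p 0.0581 in cluster 3). GBX2 and BCL3 had 0 control UMIs and rose by at least 4.20 and 3.73. FOS rose by 3.33 ± 0.74 (adjusted p 0.0110), a call lost without control nuclei 1 (2.67) or day 14 nuclei 2 (3.12), over all libraries with a preparation term (adjusted p 0.293) and in cluster 0 (0.179). Between 4 h and day 14, 1263 genes were called in rods (616 higher, 647 lower), 769 and 832 without 4 h nuclei 1 and 2. Without scaling 61.9% of calls were higher, against 48.8%, with a median shift to 0.20. SLC35F4 rose by 6.52 ± 0.40 and LYPD6B by 6.29 ± 0.39 (adjusted p 1.22e-05 for both).

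**Figure D3:**
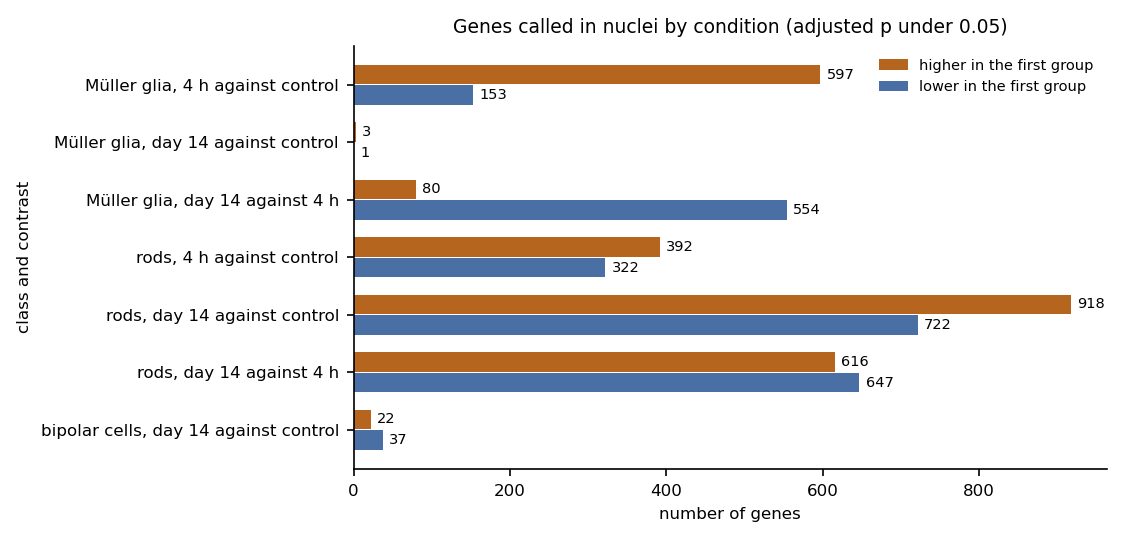
Number of genes called higher and lower in each tested comparison of nuclei, by class. Bars start at 0, and rods at day 14 against control have the largest number at 918 higher and 722 lower.

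In bipolar nuclei at day 14 against control, 59 of 5932 genes were called (22 higher, 37 lower, 689 at an unadjusted p under 0.05). The count was 37 and 20 without control nuclei 1 and 2, and 26 and 94 without day 14 nuclei 1 and 2. CLU rose by 3.44 ± 0.31 (618 ± 63.3 against 58.6 ± 24.0 CPM, adjusted p 4.58e-05). CLU is a Müller glia marker that stood at 1508 CPM in Müller glia and 1433 CPM in rods of the day 14 nuclei, so the class this RNA comes from is uncertain. GNGT1 fell by 5.91 ± 0.73 (adjusted p 0.00111) and SAG fell by 4.82 ± 0.79 (adjusted p 0.00711). Both are rod genes, and SAG stood at 781.3 ± 377.4 CPM in control bipolar nuclei and at 4409 ± 330.1 CPM in control rods.

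**Figure D4:**
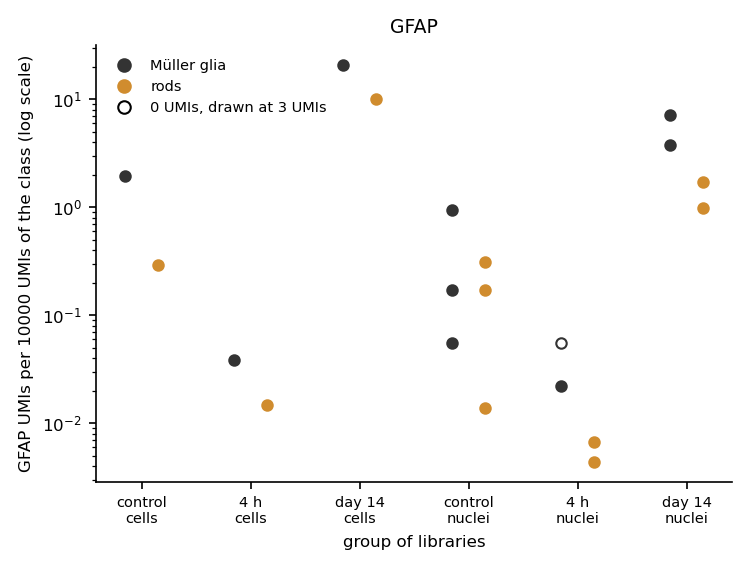
GFAP UMIs per 10000 UMIs of Müller glia and rods in each library, on a log axis. The open circle marks 4 h nuclei 2, whose Müller glia held 0 GFAP UMIs, drawn at the level of 3 UMIs.

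Of 41 list tests in nuclei, 27 passed by camera (16 higher, 11 lower), 10 by fry and 0 with an estimated correlation. Every camera call thus depends on the preset correlation; 9 of them also passed by fry, which does not use it. The 10 by fry were reactive glia in Müller glia at 4 h, early response, reactive glia and inflammation in rods at 4 h, all lists but resting Müller glia in rods at day 14, and rod genes in rods from 4 h to day 14. With 1 library left out the camera count ran from 23 to 29. In Müller glia at 4 h, the inflammation list had a median log2 change of 4.23 (4.0 with genes at 0 set to their bound, camera adjusted p 4.46e-08), with 6 called genes and 8 adjusted over the list alone. Pairs of whole numbers below are these same counts, which take genes in both directions. Not all called genes went with their list: 6 of the 8 reactive glia genes were higher and 7 of the 8 resting Müller glia genes were lower in Müller glia at 4 h, 2 of the 3 early response genes were lower there from 4 h to day 14, and in rods at day 14 8 of the 11 early response and 3 of the 4 inflammation genes were higher. Reactive glia had 3.91 (3.54 with bounds, adjusted p 3.13e-05, 8 and 10), fibrosis 2.40 (adjusted p 0.000471, 4 and 8) and early response 1.59 (1.48 with bounds, adjusted p 0.0122, 2 and 5). Resting Müller glia genes were lower at -1.50 (adjusted p 3.81e-05, 8 and 8), as were rod genes at -1.15 (adjusted p 0.0233, 0 and 0). The early response call was lost without control nuclei 1 (1.10) or 4 h nuclei 2 (1.18), and the rod call without control nuclei 3 (-0.02) or 4 h nuclei 1 (-0.77).

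At day 14 in Müller glia, rod genes were lower with a median of -3.99 (camera adjusted p 1.03e-28, 0 called over all genes, 14 adjusted over the list alone). Reactive glia were higher at 2.31 (adjusted p 1.83e-06, 0 and 7), inflammation at 1.59 (1.38 with bounds, adjusted p 0.000452, 0 and 3) and fibrosis at 0.92 (adjusted p 0.00787, 0 and 2), the last not without day 14 nuclei 1 (0.44). Resting Müller glia genes were lower at -0.78 (adjusted p 1.72e-06, 0 and 5). Early response did not pass (0.10, adjusted p 0.539, 1 and 5); without day 14 nuclei 1 its median was -0.66 and the test passed in the lower direction, and without control nuclei 3 (1.86) or day 14 nuclei 2 (0.82) it passed in the higher. From 4 h to day 14, rod genes (-3.01, 7 and 14), inflammation (-1.68, 4 and 5) and early response (-0.98, 3 and 4) were lower. Inflammation was lost without day 14 nuclei 2 (-1.14), and early response without 4 h nuclei 2 (-0.40) or day 14 nuclei 2 (-0.33). Reactive glia (-1.31, adjusted p 0.0769) and fibrosis (-1.48, adjusted p 0.0701) did not pass; both did without day 14 nuclei 1 (-2.0 and -1.92), and reactive glia without 4 h nuclei 1 (adjusted p 0.0372). Resting Müller glia genes had a median of -0.03, a mean of 0.03 and a test in the higher direction (adjusted p 0.599).

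In rods at 4 h, early response had a median of 1.83 (camera adjusted p 7.94e-09, 7 called, 11 adjusted over the list alone), reactive glia 1.94 (adjusted p 3.38e-06, 4 and 9), fibrosis 1.82 (1.37 with bounds, adjusted p 7.01e-05, 2 and 6) and inflammation 0.65 (adjusted p 0.00179, 2 and 5). Resting Müller glia (-0.42, adjusted p 0.309) and rod genes (-0.45, adjusted p 0.140) did not pass; rod genes did without day 14 nuclei 1 or 2 (medians of -0.44 and -0.45). At day 14, rod genes were lower at -2.37 (adjusted p 2.27e-23, 18 and 20). Reactive glia were at 3.02 (2.64 with bounds, adjusted p 5.00e-08, 7 and 8), early response at 1.55 (adjusted p 7.01e-05, 11 and 12) and fibrosis at 1.88 (adjusted p 0.000488, 6 and 9). Inflammation (1.84, adjusted p 0.193, 4 and 5) and resting Müller glia genes (0.24, adjusted p 0.909) did not pass, though inflammation passed by fry (fry adjusted p 0.0399). From 4 h to day 14, rod genes were lower at -1.95 (13 and 18) and the other 5 lists did not pass, with adjusted p from 0.0782 to 0.752. Of those, reactive glia passed without control nuclei 1 (0.81), fibrosis without 4 h nuclei 1 (0.69) and resting Müller glia without day 14 nuclei 1 (0.76). In bipolar nuclei at day 14, rod genes were at -3.25 (adjusted p 1.35e-36, 11 and 13), reactive glia at 1.55 (adjusted p 9.26e-05, 0 and 2), early response at -1.15 (adjusted p 0.00948, 0 and 5) and fibrosis at 0.27 (adjusted p 0.0319, 0 and 1). Resting Müller glia genes did not pass (-0.43, adjusted p 0.445). Inflammation had only 2 tested genes and was not tested. Without day 14 nuclei 1 reactive glia (1.04) and fibrosis (0.34) no longer passed. Without control nuclei 2 (-0.47) or day 14 nuclei 2 (-0.73) early response did not, and without control nuclei 1 (0.24), control nuclei 3 (0.37) or 4 h nuclei 2 (0.27) fibrosis did not.

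The changes at 4 h and at day 14 share the control libraries. In Müller glia their log2 changes correlated across genes with a rank correlation of 0.585, and simulated unchanged groups against the same controls gave 0.630; the 4 genes called at both had the same sign. In rods the correlation was 0.472 against 0.406 simulated, and 256 of the 286 genes called at both had the same sign. The simulated groups had no gene called at both, so these counts of signs have no value to be set against. Genes are not independent replicates.

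The last question was whether single cells show the changes of the nuclei, with 1 single-cell library per condition. Of the genes called in Müller glia nuclei, 90.8% (681 of 750) at 4 h, 4 of 4 at day 14 and 92.7% (588 of 634) between these changed in the same direction in single cells. In rods the shares were 48.3% (345 of 714), 62.4% (1023 of 1640) and 69.4% (877 of 1263), and in bipolar cells at day 14 74.6% (44 of 59). Over all tested genes, called or not, these shares were 64.8%, 58.8% and 64.4% in Müller glia and 45.1%, 49.8% and 56.3% in rods. For bipolar cells at day 14 the share over all tested genes was 52.8%. Across all tested genes the rank correlation was 0.485, 0.353 and 0.455 in Müller glia, 0.0489, 0.205 and 0.334 in rods and 0.128 in bipolar cells. Requiring at least 10 counts in each single-cell library took the correlation in rods to -0.0964 at 4 h and to 0.0339 at day 14. The share of 48.3% also depended on single libraries: it was 59.4% and 58.8% without control nuclei 2 and 3, and 54.6% and 58.9% without 4 h nuclei 1 and 2. A test of the difference itself takes its spread from the nuclei libraries alone, since the single-cell change has no replicate, so its calls cannot tell a difference between preparations from one between 2 single-cell libraries. It called 1728 genes in rods at day 14 (775 higher and 953 lower in the single-cell change, 16 of 20 rod genes, all lower). It called 1 gene in bipolar cells at day 14 and 0 in Müller glia at 4 h or day 14 and in rods at 4 h by edgeR, with 627, 707 and 1259 genes at an unadjusted p under 0.05; no other tool was run. Without day 14 nuclei 1 or 2 there were 29 genes in Müller glia at 4 h each, and 82 and 51 at day 14. In rods at 4 h there were 1 and 11 without 4 h nuclei 1 and 2. In bipolar cells there were 9, 0 and 3 without control nuclei 1, day 14 nuclei 1 and day 14 nuclei 2. In the day 14 single-cell library the 120 barcodes named rods held 4 UMIs of 8 rod marker genes.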

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

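All tests in this part were chosen only after the results they examine were seen, and the limits that decide them were set after their values were known.

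Among 16 outlier checks over the 7 nuclei libraries, 2 stood out, where chance gives about 1 in 20. Control nuclei 1 had 12.6% cones, against 0.657 to 3.86% in the other 6 libraries. Its cones held 106 UMIs of ARR3, PDE6H and GNAT2 per 10000, against 89.2 and 81.3 in the cones of the other control nuclei and 1.86 in its own rods. Cone markers were thus no lower than in other control cones. These genes are among the leading genes of the cone cluster, so the grouping follows them. Nuclei of another class named cones are therefore not excluded. Among barcodes with at least 1000 UMIs the share was 13.4%, which argues against shallow barcodes as the cause. A difference in the piece of retina sampled or in how nuclei survived may remain, as may a difference between animals; neither was tested.

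Day 14 nuclei 1 had 6.89% microglia, against 0 to 2.56% in the other 6 libraries. Its microglia held 38.1 UMIs of C1QC, AIF1 and CD74 per 10000, against 1.03 in the rods of the same library. These genes are among the leading genes of the microglia cluster, so the grouping follows them. The difference therefore cannot exclude free RNA in nuclei of another class. All 3 genes are also expressed by other immune cells, so the class could include macrophages. Among barcodes with at least 1000 UMIs its share was 6.97%, no lower than before, which argues against shallow barcodes of that library. The share in day 14 nuclei 2 went from 2.56 to 3.86% and the gap between the 2 from 4.33 to 3.11 points, by which this library no longer stood apart. Most of the gap stayed, and whether shallow barcodes of day 14 nuclei 2 have a part in it is open with 1 library on each side. The other day 14 library is also above the 0 to 0.166% of control and 4 h nuclei at that depth. In single cells the share was 0.839% in control, 0.829% at 4 h and 13.5% at day 14 (95% interval 11.9 to 15.2). Each of these is 1 library, so this rise has no replicate check. An effect of PVR on microglia stays open, and with 2 against 3 nuclei libraries it cannot reach an exact p under 0.2.

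The change of rods at day 14 differed between single cells and nuclei in 1728 genes, by a test of the difference. The single-cell change has 1 library per condition, so the spread in this test comes from the nuclei libraries alone. In the day 14 single-cell library the barcodes named rods held 0.0457 UMIs of 8 rod markers per 10000 (4 UMIs in 120 barcodes). The rods of the 2 day 14 nuclei libraries held 12.1 and 42.0, and single-cell rods held 617 in control and 646 at 4 h. Of the 120 barcodes, 88 lay in cluster 15, which has no rod marker among its leading genes, and 10 in rod clusters. This is consistent with barcodes of other cells named rods in the day 14 single-cell library. Only 3.33% of them held a rod marker UMI, against 80.5 and 96.3% in the day 14 nuclei, so RNA of other cells added to true rods is not enough as the source. VIM, CLU and GFAP together, genes high in Müller glia, stood at 249 UMIs per 10000 in these barcodes. They stood at 17.9 and 41.9 in single-cell rods in control and at 4 h, and in the day 14 single-cell library at 523 in Müller glia, 95.6 in amacrine cells (18 barcodes) and 15.7 in bipolar cells. This argues against a loss of rod markers alone. Rods that lost their markers and also gained these transcripts stay open. In the day 14 nuclei the sum rose as well, to 17.7 and 22.1 in rods (control 3.46 to 7.48), but also to 7.77 and 6.38 in bipolar nuclei (control 1.09 to 1.85) and to 5.31 and 4.78 in amacrine nuclei (control 1.47 to 2.02). The rise is thus not specific to rods, and free RNA of Müller glia may have a part in it. Changes of single-cell rods at day 14, and the class itself in that library, are therefore uncertain.

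The change of bipolar cells at day 14 differed between preparations in 1 gene, UCHL1, by the same test. The count was 9 without control nuclei 1, 0 without day 14 nuclei 1, 3 without day 14 nuclei 2 and 6 with no filter on low counts. A single call among 8518 genes that 1 library removes is too little to read, and no explanation, technical or biological, was tested for it.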

How the results depend on the processing

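The alternatives without scaling, by cluster, with cluster 19 counted as ganglion cells, with ribosomal genes as first written and all those on the test of a difference between preparations were chosen after seeing the data; the others were planned. Of 500 comparisons of a main result with an alternative, 345 kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 123 moved, 22 no longer passed the threshold and 10 reversed. Of those 22, 15 came with 1 single-cell library left out and 5 from the 3 pairs of the replicate block. The smallest exact p there is 0.0556 and 0.25, so these losses were fixed in advance. For class shares, gene lists and named genes, 3335 of 3716 were the same, 293 no longer passed, 71 came to pass, 15 moved and 2 reversed. RLE size factors, barcodes with at least 1000 UMIs, barcodes in clusters of their own class, and mitochondrial and ribosomal genes left out changed no main result. Unless stated, the cause was not tested.

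With no filter on low counts, more genes are tested. The counts of called genes were 1302 (4 h), 431 (day 14) and 1204 (day 14 against 4 h) in Müller glia nuclei, 1642 in rods at 4 h and 163 in bipolar cells at day 14. Between preparations they were 11086 in Müller glia and 8193 in bipolar cells. The test of a difference between preparations called 18 and 71 genes in Müller glia at 4 h and day 14, 110 in rods at 4 h and 6 in bipolar cells.

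Thinned to equal depth, which discards UMIs, the counts were 76, 0 and 29 in Müller glia nuclei in the same order, 245 in rods at 4 h, 773 in rods from 4 h to day 14 and 3 in bipolar cells. Between preparations they were 953 in Müller glia, 3832 in rods and 1516 in bipolar cells. Rods at day 14 against control stayed within 1.5 times. Depth thus limits the number of calls in each class for some comparisons.

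DESeq2 called 129 genes in Müller glia at day 14 and 22 in bipolar cells. Fits over all libraries with a preparation term gave 219 in Müller glia at day 14 and, in rods, 19 at 4 h, 798 at day 14 and 559 between these. Fits of the groups compared alone gave 0 in Müller glia at day 14 and 354 from 4 h to day 14, and in rods 1463 at 4 h and 673 from 4 h to day 14. At least 50 barcodes per library gave 354 in Müller glia from 4 h to day 14. Without scaling, Müller glia at day 14 had 8 calls.

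Only barcodes of cluster 12 gave 59 genes in Müller glia at day 14. In rods at 4 h, at day 14, from 4 h to day 14 and between preparations, cluster 0 gave 1143, 916, 780 and 3239 genes, and cluster 3 gave 274, 734, 606 and 4208. Cluster 2 gave 55, 966 and 713 for the former 3. In cluster 3 the GFAP difference between preparations reversed to -0.28 (adjusted p 0.850, against 0.00686).

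By fry, 10 of 41 lists in nuclei passed, and 0 with an estimated correlation; between preparations an estimated correlation left 2 of 9.

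The share of called genes with the same sign in single cells was, at an adjusted p under 0.01, 96.6% in Müller glia at 4 h, 98.1% from 4 h to day 14, 66.7% in rods at day 14 and 56.5% in rods at 4 h, where it crossed 50%. With at least 10 counts in each single-cell library, rods had a rank correlation of -0.0964 at 4 h (reversed), a share of 57.4% and a rank correlation of 0.0339 at day 14, and a share of 75.9% from 4 h to day 14.

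With rods out of the denominator, 3 classes did not overlap at 4 h. The difference in genes per cell reversed when thinned to 500 UMIs (-46.4) or 1000 UMIs (-102), and within rods (-547, exact p 0.0167). Within rods the difference in UMIs was 263 (exact p 0.683), carried by the day 14 single-cell library. Within Müller glia the thinned difference was -48.1 genes (exact p 0.05).

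The replicate numbers share no stated origin, and deviations of libraries with the same number correlated by -0.011 to 0.158, so they do not pair the samples. With a replicate block, 116 genes were called in Müller glia at day 14, 257 in rods at 4 h and 135 in bipolar cells. The differences within the 3 pairs were 10960.5 UMIs, 1319 genes, -43 genes when thinned, 6.46% mitochondrial and 12.7% ribosomal, each with an exact p of 0.25, the smallest that 3 pairs allow.

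Leaving out 1 library in turn can leave a group with 1 library, which is then assumed to vary like the others. In Müller glia nuclei the counts ran from 0 to 1133 at 4 h, from 0 to 349 at day 14 and from 331 to 664 from 4 h to day 14. In rods they ran from 106 to 1386, from 1030 to 1828 and from 769 to 1129, and in bipolar cells at day 14 from 20 to 94. Between preparations they ran from 6377 to 7261 in Müller glia, 5740 to 6646 in rods and 4360 to 5401 in bipolar cells. The test of a difference between preparations ran from 0 to 29 and from 0 to 82 in Müller glia at 4 h and day 14, from 0 to 11 and from 1245 to 2145 in rods, and from 0 to 9 in bipolar cells. The early response list in Müller glia at day 14 ran from -0.66 (without day 14 nuclei 1, reversed; adjusted p 0.00259) to 1.86 (without control nuclei 3).

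Over the same settings, the same-sign share ran from 87.9 to 90.9% in Müller glia at 4 h and from 86.6 to 96.4% from 4 h to day 14. In rods it ran from 45.8 to 59.4%, 56.9 to 68.4% and 67.8 to 72.8%, and in bipolar cells from 57.7 to 85%. The rank correlation across genes ran from 0.372 to 0.460, 0.202 to 0.381 and 0.354 to 0.481 in Müller glia, from -0.00398 (without control nuclei 1) to 0.0728, 0.121 to 0.243 and 0.233 to 0.344 in rods, and from 0.0778 to 0.163 in bipolar cells. Classes that do not overlap ran from 3 to 8 at day 14 against control and from 2 to 8 against 4 h, where chance gives up to 66.7% of classes with 1 library in a group. The differences between preparations ran from 3047 to 16948 UMIs, 605.9 to 2079 genes, -61.4 to -31.9 thinned genes, 6.15 to 6.89% mitochondrial and 10.8 to 13.9% ribosomal. Without 1 single-cell library, 2 stand against 7, the smallest exact p is 0.0556 and none of the 5 measures can pass, so this says nothing about their stability.

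At least 50 barcodes could not be run for Müller glia nuclei against control or for bipolar nuclei at day 14 against control. Cluster 12 could be run in Müller glia only at day 14 against control, and cluster 2 could not be run between preparations. In each case too few libraries had enough barcodes. Gene length was not run.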

Other observations

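All tests in this part were chosen only after the results they examine were seen, and so were their limits.

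The number of genes that differ between single cells and nuclei was set against other splits of the libraries into groups of the same sizes, 3 and 7 in rods and 3 and 6 in the other 2 classes. In Müller glia, rods and bipolar cells alike, 1 of 50 splits gave as many genes, the real one. The largest count of any other split was 0, 1 and 0, so chance is excluded at this level for each. The contrast still joins the preparation with everything that went with it, such as depth and the filters of the authors.

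Single cells had more genes per barcode than nuclei, and at 500 UMIs the difference was -46.4 genes. The higher number in single cells is therefore consistent with depth alone. The lower number at equal depth may follow from the share of UMIs taken by ribosomal protein and mitochondrial genes, which was not tested.

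Rod genes fell in bipolar nuclei at day 14. 19 of the 20 genes of the rod list, summed, changed by -2.83 (log2) in amacrine nuclei, a class that should not express them, and by -2.56 in bipolar nuclei and -2.16 in rods themselves. A like fall in classes that do not use these genes is consistent with less free rod RNA at day 14. In bipolar nuclei with a doublet score up to 0.5 the change was -2.61, which argues against doublets with a score over 0.5. The fall of rod genes in Müller glia nuclei (-3.49) may have the same source. The authors' removal of free RNA, if any, is not stated.

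GFAP was lower in Müller glia at 4 h than in control, on 2 against 14 UMIs in nuclei. Single-cell Müller glia moved the same way by -5.66 (log2; 95% counting interval -5.98 to -5.35; 101 against 590 UMIs), which argues against chance at low counts, in 1 library per condition. Of the control GFAP UMIs, 88.5% lay in clusters 1 and 14, which held 23 of the 160 control cells. GFAP is among the leading genes of cluster 1, so this grouping follows GFAP itself and does not test whether a few control cells hold most of it. That explanation and an effect of PVR both stay open.

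Early response genes were higher in single cells than in nuclei. In control retinas the log2 difference of the summed UMIs of the list was 2.56 in rods, 3.22 in Müller glia, 2.93 in bipolar cells and 4.05 in amacrine cells. From control to 4 h the sum changed by 0.04 in single-cell rods and by 0.42 in rod nuclei, by -0.25 and 0.06 in Müller glia, by -0.46 and 1.15 in bipolar cells (11 and 30 nuclei at 4 h) and by -0.70 and 0.85 in amacrine cells. A response to dissociation could produce both. It cannot be told apart from a different balance of nuclear and cytoplasmic RNA, because every single-cell library was made by dissociation and every nuclei library by lysis. The Müller glia sums include control nuclei 2 (8 barcodes), which the gene tests left out. Sums weight abundant genes most, so they can differ from the list medians at 4 h. Those medians were 1.59 in Müller glia nuclei and 1.83 in rod nuclei.

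20 genes with a symbol had at least 300 UMIs in single cells and no UMI in any nuclei library, led by FKBP2 with 12746. Of the 16 with a position in mOryCun1.1, 50% (8) lay inside another gene, against 2.31% (207 of 8942) of the genes that had a UMI in nuclei. Such a lack may come from reads left uncounted where genes overlap, if intron reads were counted in nuclei alone. This set, its limit of 300 UMIs and the definition were picked after 4 sets and both definitions had been tried. It was the only set in which 80% of the genes had a position; in the others 60.5 to 66.7% had one, too few for such a check. Counting any overlap, the contrast was smaller at 56.25% against 34.7%. The other 8 genes lie in no other gene, the strand of reads and the annotation used for counting are not known, and RNA held in the cytoplasm was not tested, so these explanations cannot be told apart.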
